# The *Tinkerbell* (*Tink*) Mutation Identifies the Dual-Specificity MAPK Phosphatase INDOLE-3-BUTYRIC ACID-RESPONSE5 (IBR5) as a Novel Regulator of Organ Size in Arabidopsis

**DOI:** 10.1371/journal.pone.0131103

**Published:** 2015-07-06

**Authors:** Kim L. Johnson, Sascha Ramm, Christian Kappel, Sally Ward, Ottoline Leyser, Tomoaki Sakamoto, Tetsuya Kurata, Michael W. Bevan, Michael Lenhard

## Abstract

Mitogen-activated dual-specificity MAPK phosphatases are important negative regulators in the MAPK signalling pathways responsible for many essential processes in plants. In a screen for mutants with reduced organ size we have identified a mutation in the active site of the dual-specificity MAPK phosphatase INDOLE-3-BUTYRIC ACID-RESPONSE5 (IBR5) that we named *tinkerbell* (*tink*) due to its small size. Analysis of the *tink* mutant indicates that IBR5 acts as a novel regulator of organ size that changes the rate of growth in petals and leaves. Organ size and shape regulation by IBR5 acts independently of the *KLU* growth-regulatory pathway. Microarray analysis of *tink*/*ibr5-6* mutants identified a likely role for this phosphatase in male gametophyte development. We show that IBR5 may influence the size and shape of petals through auxin and TCP growth regulatory pathways.

## Introduction

Leaf and floral organs grow by two basic cellular processes, cell proliferation and cell expansion to reach a given organ size [1]. Characterization of mutants with defects in proliferation and/or expansion has provided insight into how growth is regulated, with many of these regulatory factors appearing to act in independent pathways and having diverse predicted molecular functions [2]. A considerable number of genes have been identified that influence organ growth. These include genes involved in hormone signalling pathways, regulators of the timing and rate of proliferative or expansive growth and genes controlling identity and patterning of organs [3].

A number of auxin responsive genes have been identified in organ growth control. The auxin-induced *ARGOS* (*AUXIN-REGULATED GENE INVOLVED IN ORGAN SIZE*) gene contributes to regulating the timing of proliferation arrest [4]. *ARGOS* encodes a novel, plant specific protein which acts upstream of *AINTEGUMENTA* (*ANT*), encoding a member of the AP2/ERF transcription factor family. *ARGOS* promotes growth by stimulating *ANT* expression; *ANT* activity maintains the proliferative potential of cells in leaves and floral organs, with loss or gain of function leading to reduced or increased lateral organs, respectively [4–6]. Mitogen-activated protein kinases (MAPKs) have been implicated in auxin signalling and studies show a rapid MAPK activation in response to auxin in Arabidopsis seedling roots [7]. A screen for resistance to the inhibitory effects of the auxin precursor indole-3-butyric acid (IBA) on root growth identified a mutation in a MAPK phosphatase, *INDOLE-3-BUTYRIC ACID-RESPONSE5* (*IBR5*) [8]. *IBR5* is proposed to act as a positive regulator of auxin signalling in roots by inactivating MAPKs, including MPK12 [9]. MAPKs constitute a highly conserved family of enzymes in eukaryotes, and in plants MAPK-based signal transduction modules regulate a large number of physiological processes, including responses to environmental stresses and phytohormones [10].

Activation of MAPKs is regulated via dual phosphorylation of the conserved TXY motif located in the activation loop by upstream kinases (MAPKKs), and this activation can be reversed by dephosphorylation through protein phosphatases, including specialized dual-specificity MAPK phosphatases (MKPs) [11, 12]. There are five putative MKPs in Arabidopsis (AtMKP1, AtMKP2, DsPTP1, PHS1 and IBR5) which have the complete dual-specificty phosphatase active-site motif VxVHCx2GxSRSx5AYLM [8, 13–17]. Dephosyphorylation activitiy against Arabidopsis MAPKs has been shown for AtMKP2 (targeting MPK3 and MPK6), DsPTP1 (targeting MPK4) and IBR5 (targeting MPK12) *in vitro* [14, 15, 18]. IBR5 was confirmed to interact with MPK12 *in vivo*, and MPK12 acts as a negative regulator of auxin signalling [9]. It remains unclear how IBR5 modulates auxin responses in plants as it does not act through TIR1 or through destabilizing Aux/IAA repressor proteins [19]. Sensitivity to ABA also appears to act partially independently of auxin responses in *ibr5* mutants as a suppressor that carries a mutation in PDR9/ABCG36, could restore *ibr5* responses to a subset of auxins, but not to ABA [20].

Although the root phenotypes of *ibr5* mutant plants have been described, above ground growth phenotypes have not been explored in detail. Mutant *ibr5* plants have been described as having a shorter stature, epinastic leaves and defects in vascular patterning. A role for IBR5 in organ size control has not previously been characterized and in this paper we investigate which pathways are disrupted. A *tinkerbell* (*tink/ibr5-6*) mutant was identified in an EMS mutagenesis screen to identify novel regulators of growth control. *tink*/*ibr5-6* plants have reduced petal size and a smaller stature compared to wild-type plants. Mapping revealed that the *tink1* mutation disrupts the dual-specificity phosphatase active-site of IBR5. The growth dynamics of *tink*/*ibr5-6* identified a role in regulating the rate of proliferative growth to maintain correct size and shape of organs. Microarray analysis suggests IBR5 plays a role in male gametophyte development, auxin and TCP growth regulatory pathways.

## Results

### The *tink* mutation affects organ size and shape by altering the rate of proliferative growth

EMS mutagenesis of the *klu-2* mutant in the *Arabidopsis thaliana* Landsberg *erecta* background was undertaken and approximately 2500 individual M2 lines were screened for reduced plant height and reduced petal size. Petals were used for screening as growth of floral organs is more consistent than leaf growth [21]. A mutant line that displayed significantly reduced petal and leaf size compared to *klu-2* single mutants was selected for further investigation and backcrossed three times to wild type to separate the novel mutation and the *klu-2* mutation. The novel mutation was named *tinkerbell* (*tink*) for its small stature (Fig 1A–1E and S1A Fig). Homozygous *tink* single-mutant plants show a 20% reduction in petal size compared to wild-type and this was due to a reduction in petal width (Fig 1F). Size of petals in heterozygous *TINK/tink* plants was indistinguishable from wild-type indicating this is a recessive mutation. To investigate the cause of the reduced petal size we measured cell size in mature petals of *tink* and wild-type plants. Cell size is not altered in *tink* plants compared to wild-type indicating that the reduced size of *tink* petals results from fewer cells (Fig 1F).

**Fig 1:**
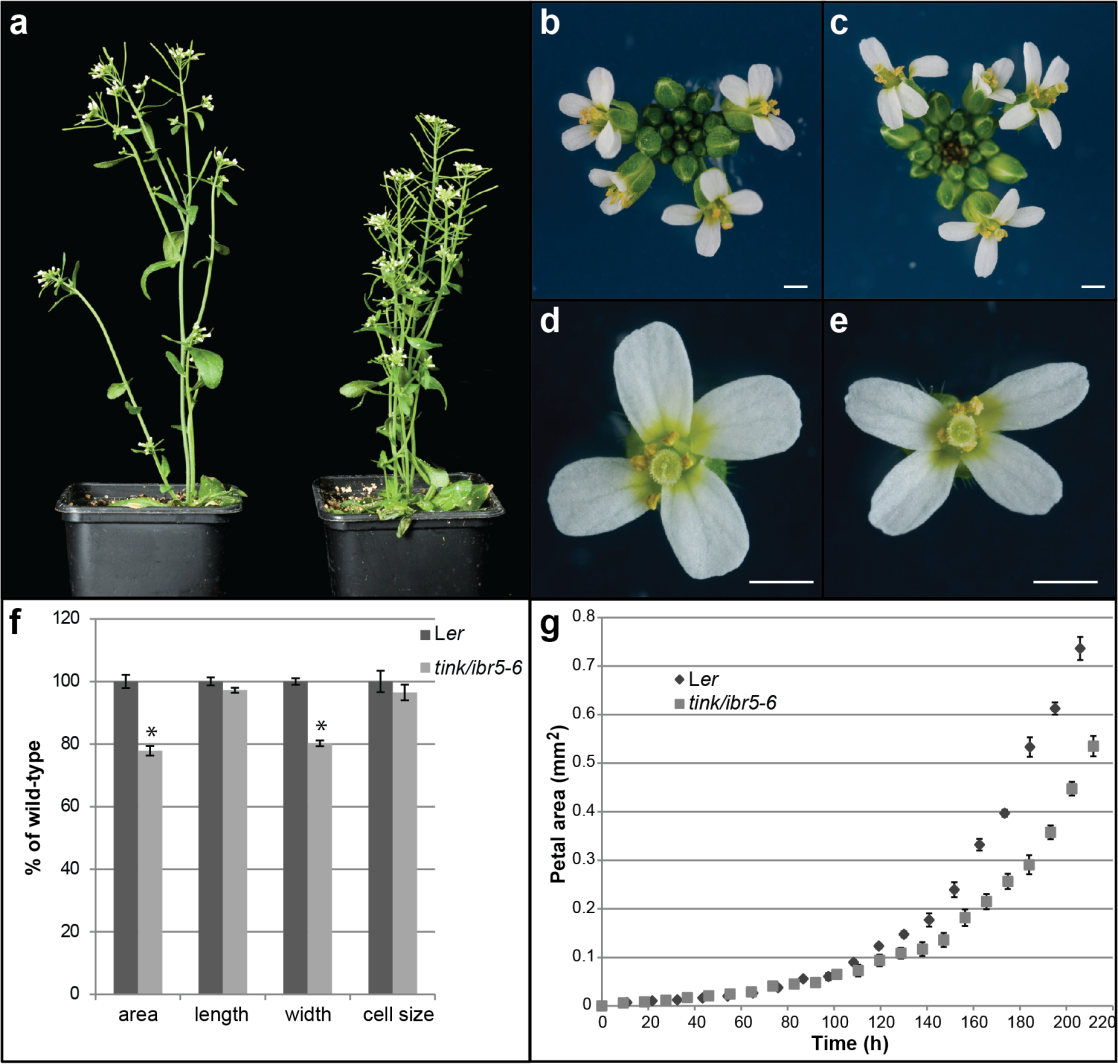
Above ground phenotypes of *tink/ibr5-6* mutants. a. Mutants in *tink1/ibr5-6* (right) display reduced plant height and bushier phenotypes compared to L*er* plants (left). An increased number of flowers in the inflorescence (c) and narrow petals (e) are observed in *tink1/ibr5-6* compared to L*er* (b, d) flowers. f. Measurement of *tink1/ibr5-6* and L*er* petal size showing statistically significant (shown by *) reduction in petal area (p value ≤ 4.5e-14) and petal width (p value ≤ 2e-37) in two tailed t-tests assuming unequal variance. g. Kinematic analysis of *tink1/ibr5-6* and L*er* petal size during development. Scale bar is 1 mm. Values are shown as mean ± SEM where n = 20.

To determine how TINK regulates organ size, we followed the growth dynamics of petal and leaf primordia in *tink* mutant and wild-type plants (Fig 1 and S1 Fig). Similar to petals, rosette area was significantly reduced from day 8 in *tink* plants compared to wild-type (illustrated by thick red line in S1B Fig). Mutant *tink* plants were shown to have a slightly decreased plastochron compared to wild-type which was visible by the increased number of flowers in the *tink* inflorescence (Fig 1C). Kinematic analysis of petal and leaf growth shows that *tink* plants have a reduced rate of organ growth compared to wild-type (Fig 1G and S1B Fig). This is particularly interesting as previous studies suggest that most regulators of organ size affect the transition between cell division and expansion rather than the rate of cell division itself [3].

### The dual-specificity phosphatase indole-3-butyric acid-reponse5 (IBR5) is mutated in *tink* mutants

An F2 population of a backcross of *tink* mutants to Col-0 wild type was used for whole genome sequencing to identify the causal mutation. Rough mapping and analysis of SNPs distribution (S1C Fig) indicated that the mutation was located on the short arm of Chromosome 2. Further analysis of SNPs within this region revealed a G-to-A transition typical of EMS mutagenesis within the coding region of *At2g04550* that was associated with the *tink* mutant (Fig 2A). *At2g04550* corresponds to the previously characterised *IBR5* gene that encodes a dual specificity protein phosphatase 1E [8]. Therefore *tink* represents a new mutant allele of IBR5 that will also be referred to as *ibr5-6*. Dual specificity protein phosphatases are characterized by a highly conserved active site motif VxVHCx2GxSRSx5AYLM, with the cysteine and arginine residues participating with the conserved aspartate in catalysis [18, 22]. The cysteine of this signature begins the dephosphorylation process with a nucleophilic attack on the phosphorus atom of the phosphotyrosine or phosphothreonine substrate. Disruption of this conserved cysteine has been shown to result in catalytic inactivity [19]. The G-to-A transition in *tink*/*ibr5-6* changes the active cysteine residue to a tyrosine (Fig 2B). Complementation of the *tink*/*ibr5-6* mutant with both *p35S*::*IBR5* and *p35S*::*GFP*:*IBR5* construct partially recovered wild-type petal size, indicating that loss of phosphatase activity of IBR5 contributes to the *tink*/*ibr5-6* phenotype (Fig 2C).

**Fig 2:**
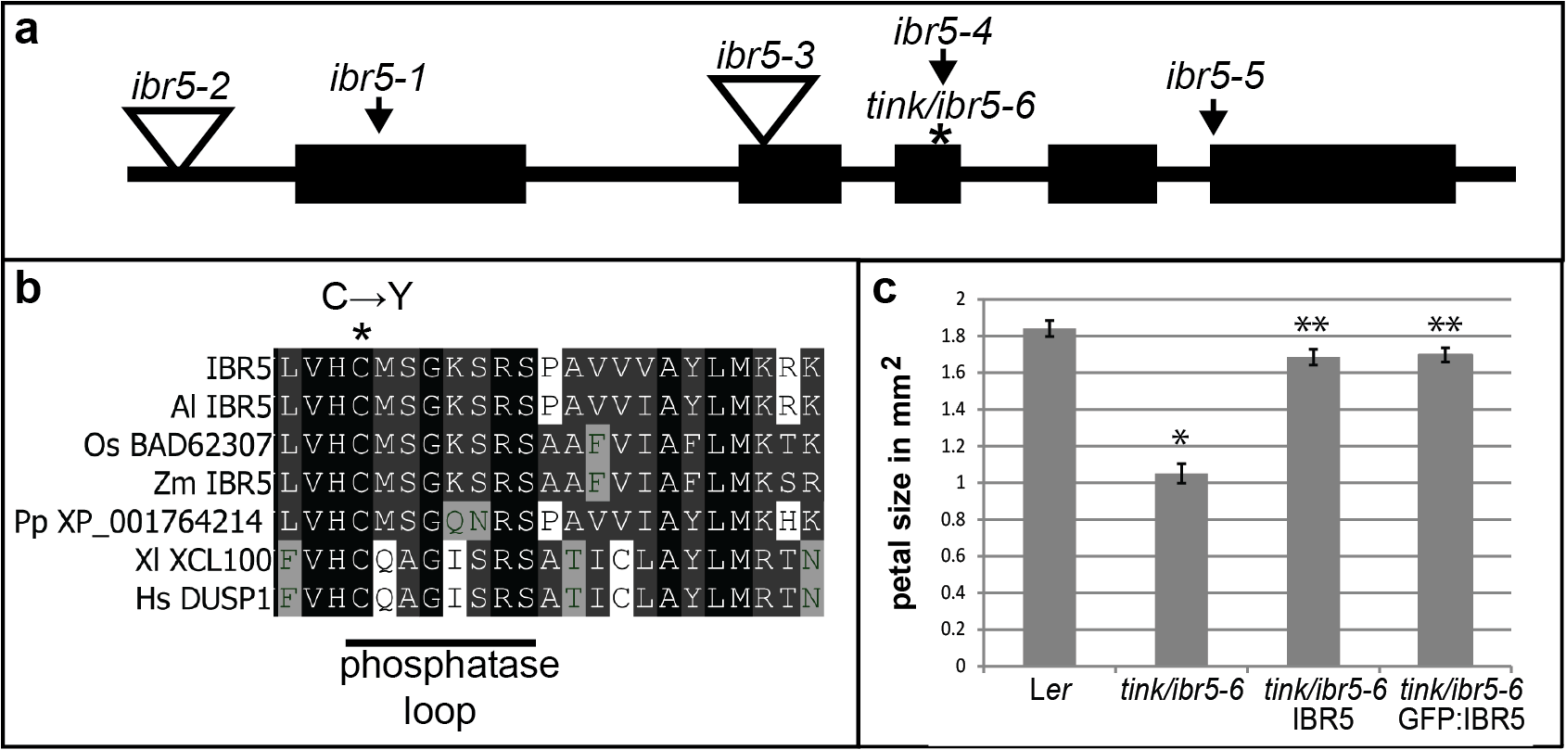
Identification of the *tink/ibr5-6* causal mutation. a. Schematic representation of the *IBR5* gene showing point mutation sites of mutants generated by EMS (indicated by arrows), *ibr5-1* (causing a premature stop codon), *ibr5-4* (G^727^ to A mutation in the third exon that changes G^132^ to E), *ibr5-5* (G to A mutation in the intron of the last intron-exon junction) and *tink/ibr5-6* in the third exon (asterix, G^721^ to A transition in *tink*/*ibr5-6* changes C^129^ to Y in the conserved dual-specificity phosphatase catalytic domain), and T-DNA insertion sites of *ibr5-2* and *ibr5-3* in the promoter and second exon (open triangles). b. Alignment of IBR5 with plant homologues from *Arabidopsis lyrata* (Al), rice (Os), maize (Zm), *Physcomitrella patens* (Pp) and animal homologs from *Xenopus laevis* (Xl) and humans (Hs) showing the conserved phosphatase loop region. Identical residues are shaded in black and similar residues in at least two and four sequences are shaded in light and dark grey respectively. The G to A transition in *tink/ibr5-6* that changes the active-site Cysteine residue to a Tyrosine is indicated with an asterisk. c. Petal size measurements of L*er*, *tink/ibr5-6*, and *tink/ibr5-6* plants complemented with *p35S*::*GFP*:*IBR5* or *p35S*::*IBR5* constructs. The significant reduction in size of *tink/ibr5-6* petals compared to L*er* (shown by *, p value ≤ 2.6e-16, two tailed t-test) is partially rescued in *tink1/ibr5-6* GFP:IBR5 and *tink1/ibr5-6* IBR5 petals. Petal size of *tink1/ibr5-6* GFP:IBR5 and *tink1/ibr5-6* IBR5 is significantly larger than that of *tink/ibr5-6* (shown by **; p value ≤ 6e-12, IBR5:GFP and p ≤ 1.3e-11, IBR5) in two tailed t-tests assuming unequal variance. Values are shown as mean ± SEM, with n = 20.

To investigate if *tink*/*ibr5-6* shows the characteristic reduced auxin sensitivity of other *ibr5* mutants we performed root growth assays with or without the auxin IAA (Fig 3). Unlike *ibr5-3*, *tink*/*ibr5-6* shows a very weak auxin insensitivity phenotype in the presence of 100 nm IAA (Fig 3B). The *tink*/*ibr5-6* mutants show reduced root growth on standard growth media and a slight inhibition of root growth in the presence of auxin compared to the wild-type (Fig 3B and 3C). Previous complementation studies of IBR5 with a C-to-S phosphatase mutation in the *ibr5-1* mutant background and the *ibr5-4* allele which has a G-E transition in the catalytic domain show a weaker response than full loss of function *ibr5* alleles [19, 23]. Additionally, *ibr5-1* IBR5^C-S^ lines fail to fully rescue 2,4-D resistance of *ibr5-1* alleles [19]. These results suggest loss of IBR5 phosphatase activity has pleiotropic effects on root growth.

**Fig 3:**
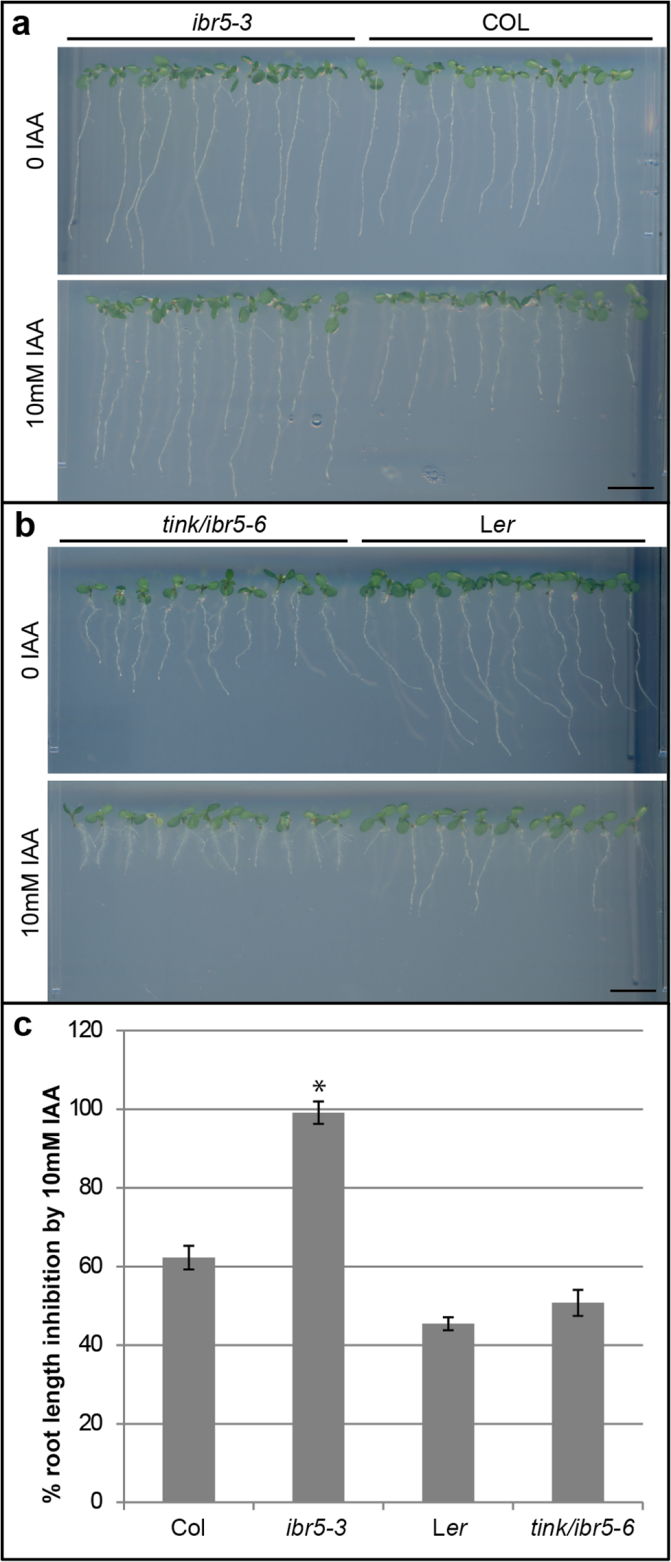
Root phenotype of *ibr5* alleles compared to wild-type. a. On standard growth medium (top panel) the *ibr5-3* allele is indistinguishable from the wild-type (Col) whereas in medium containing 10 mM IAA, the *ibr5-3* allele is insensitive to the inhibition of root growth seen in the wild-type (bottom panel). b. The *tink/ibr5-6* allele shows reduced root growth compared to L*er* on standard growth medium (upper panel) and medium containing 10 mM IAA (bottom panel). c. Inhibition of root length of Col, *ibr5-3*, L*er* and *tink/ibr5-6* plants grown on 10 mM IAA compared to un-supplemented medium. Col plants show a 38% reduction in root growth, compared to *ibr5-3* mutants which are insensitive to the root growth inhibition (shown by *, p value ≤ 5.7e-14). L*er* roots show a 55**%** decrease in root length when grown on 10 mM IAA compared to un-supplemented medium and *tink/ibr5-6* plants show a similar root inhibition phenotype (p value ≤ 0.3). Scale is 1 cm. Values are shown as mean ± SEM, with n = 20.

Investigation of *ibr5-3* mutant flowers revealed a narrow petal phenotype and *tink*/*ibr5-6* displays vascular defects in petals similar to that observed in *ibr5-3* plants (S1D–S1F Fig; [19]). A reduced size of adult *ibr5* mutant plants compared to wild-type has previously been observed [8,19] and here we show that both petals and leaves are significantly smaller than wild-type. The above ground phenotypes of *ibr5* mutant alleles varies. Presumed loss of function *alleles ibr5-1* and *ibr5-3*, as well as an allele with altered transcript length, *ibr5-5* show reduced plant height [23]. Alleles with altered IBR5 catalytic activity, *ibr5-4* and *ibr5-1* IBR5^C-S^ do not affect plant height whereas the *tink/ibr5-6* allele presented here appears to be consistent with the loss of function alleles.

Previous studies of the *IBR5* promoter using GUS reporters showed *IBR5* is expressed in roots, leaves and flowers and did not reveal any GUS expression in mature petals [8]. Other resources such as AtGenExpress microarray data suggest *IBR5* is expressed in petals of young flowers (http://www.weigelworld.org/resources/microarray/AtGenExpress; [24]. It is possible *pIBR5*:GUS was not detected in petals in previous studies due to regulatory elements being missed in the promoter fragment (-2005 to -30) used, rather than the 3850bp upstream to the next upstream gene. Alternatively, *IBR5* could be expressed earlier in petal development than the mature flower investigated or *IBR5* acts non-cell autonomously to affect petal size. Identification of different splice variants of *IBR5* that have some distinct functions may also play a role in post-transcriptional regulation of *IBR5* in the peta ([23]). Previous studies show *p35S*:YFP:IBR5 fusion proteins located to the nucleus in root epidermal cells [9, 23]. Similarly our studies of the complementing *p35S*::*GFP*:*IBR5* construct also show nuclear localization in the petal (S2 Fig).

### Organ size and shape regulation by TINK/IBR5 acts independently of KLU regulatory pathways

The *tink/ibr5-6* mutant was identified in a mutagenesis screen as an enhancer of the *klu-2* mutant phenotype. The cytochrome P450 KLUH (KLU)/CYP78A5 is presumed to generate a growth-promoting signal that acts in a regulatory mechanism to coordinate the growth of individual organs [25]. Increased activity of *KLU* causes organ overgrowth, while *klu* mutants form smaller aerial organs consisting of fewer cells. Detailed investigation of double mutant *tink/ibr5-6 klu-2* plants shows an additive effect to decrease petal size (Fig 4). This suggests that *IBR5* acts independently of *KLU* regulatory pathways.

**Fig 4:**
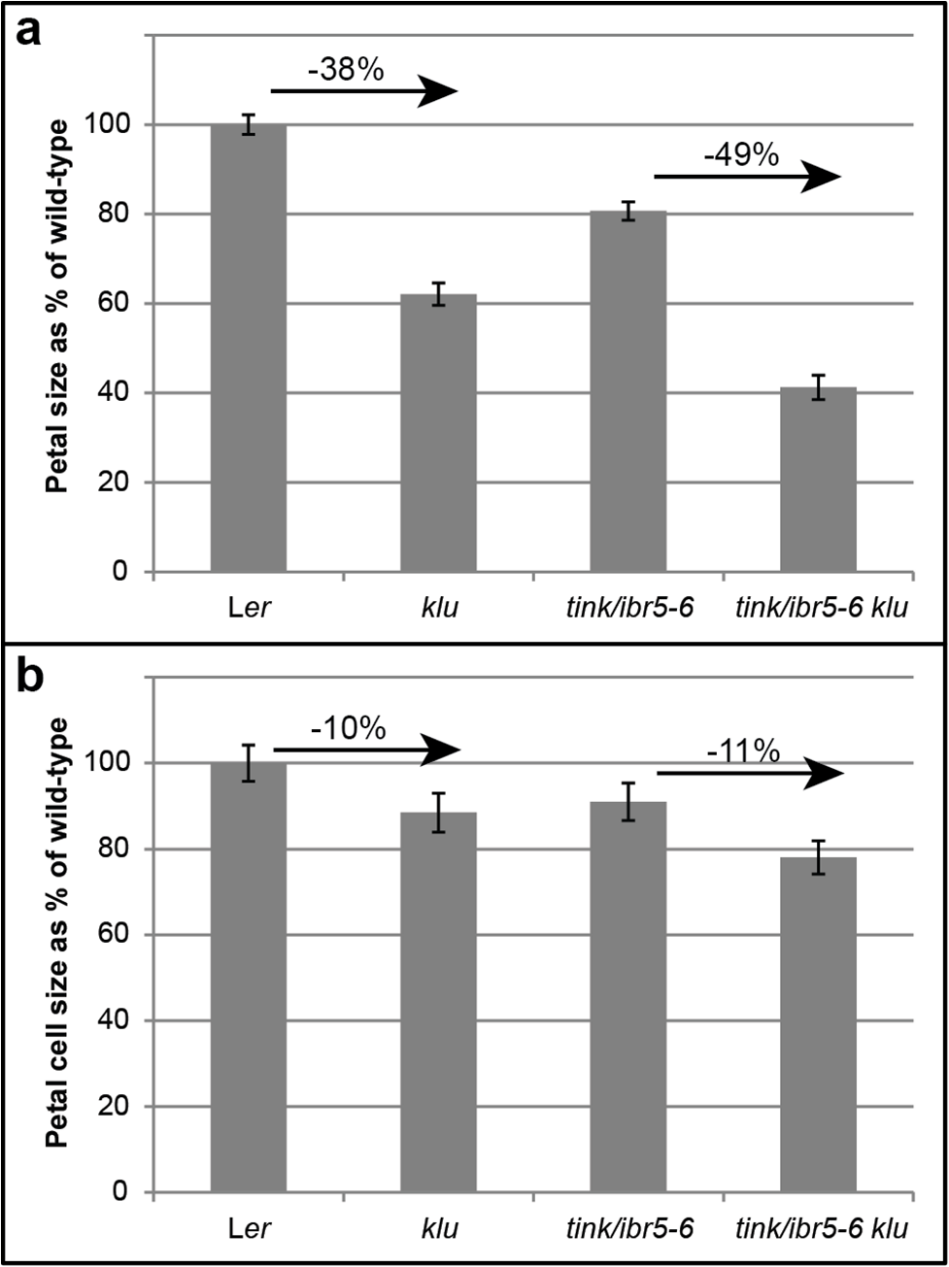
Double mutant analysis of *tink/ibr5-6 klu-2* mutants compared to single mutants and wild-type. a. A significant reduction in petal area (p value ≤ 2.4e-7) is seen in *klu-2* mutants compared to wild-type and the same relative decrease in petal size occurs in double mutants of *tink/ibr5-6* with *klu-2*. b. Cell size in *klu-2* mutants is significantly reduced (p value ≤ 0.02) compared to L*er* and the same relative decrease in cell size occurs in *tink/ibr5-6 klu-2* mutants. Values are shown as mean ± SEM, with n = 10.

### Microarray analysis of *tink/ibr5-6* mutants identifies a role for IBR5 in male gametophyte development

To gain further insight into the function of IBR5, transcriptional profiling of *tink*/*ibr5-6* closed flowers was undertaken. 

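RNA was taken from inflorescences with young flower buds of individual plants, 3 *tink/ibr5-6* mutants and 3 plants of the wild-type accession Landsberg *erecta* (L*er*), and each of the 6 RNA samples was hybridised to 1 Affymetrix ATH1 array. Such an array carries short oligonucleotides grouped into probe sets, most of which stand for 1 gene. The authors normalized the arrays with gcrma, which removes background estimated from the probe sequence and gives 1 value per probe set on a log2 scale. The deposited table holds 22810 probe sets, and 22746 were tested after 64 control probe sets were left out. The median value of an array lay between 6.18 and 6.20, and the lowest value, 2.1, was shared by 5027 to 5244 probe sets of each array. Values within a genotype correlated across probe sets with r of 0.996 to 0.998, and those between genotypes with r of 0.972 to 0.985, where probe sets are not independent replicates. Each probe set was compared between genotypes with limma, and was called differentially expressed by the thresholds of the methods, an adjusted p under 0.05 (Benjamini-Hochberg) and an absolute log2 fold change above 1. Where all arrays of the dimmer genotype lay under a log2 value of 3, a level set after the values had been seen, the change is also given as a lower bound, counted from that level. The bound uses the mean of the brighter genotype and leaves out its spread. The platform annotation used here gives 1 gene for 13513 probe sets and several for 503, and does not list the other 8730. *IBR5*, *KLU*, the *PIN* genes, *CYCP3;1* and *TCP14* are among the genes not analysed here for that reason. A gene is called measured below where that annotation names it alone for a probe set. The number of arrays limits the precision: an exact permutation test of 3 arrays against 3 cannot give a p below 0.1. Nothing in the sources used here says whether the plants were grown together, so the p-values measure the spread between these plants.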

A vast number of genes are mis-regulated in this mutant with an absolute log2 fold change above 1 compared to the wild-type (S1 Table). 

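Among the called probe sets with 1 named gene, 511 of 966, the lowest log2 fold change in *tink/ibr5-6* inflorescences was that of AT5G07430, annotated as a pectinesterase, an enzyme class that acts on cell wall pectin. It had a log2 value of 5.09 ± 1.34 (SD, n = 3) in *tink/ibr5-6* and 11.30 ± 0.26 (SD, n = 3) in L*er*, a log2 fold change of -6.21 (standard error 0.75, adjusted p = 0.014 from limma). Among the 10 such genes with the lowest log2 fold changes were also the pectinesterase AT5G07420 with -5.52, the polygalacturonase AT5G48140 with -5.77, the pectinesterase inhibitor family members AT4G02250 with -5.92 and AT5G46940 with -5.47, the peroxidase AT5G47000 with -5.70 and the signal peptide gene *RALFL25* with -5.66. The other 3 were AT5G39880 with -6.17, AT3G26860 with -5.79 and the germin-like AT5G26700 with -5.73. Each of these except AT5G07430 had at least 1 *tink/ibr5-6* array under a log2 value of 3, *RALFL25* with 2 arrays at the lowest signal, so that their fitted values and order are not exact. AT1G12010, annotated as an ACC oxidase, the class of enzyme that makes ethylene, was at least 154-fold higher in *tink/ibr5-6*, with a log2 value of 10.26 ± 0.54 (SD, n = 3) against 2.19 ± 0.08 (SD, n = 3) in L*er* and a fitted log2 fold change of 8.07 (adjusted p = 0.0017 from limma). AT5G19240 with 3.82, AT1G13650 with 3.59, AT2G40435 with 3.15, the sugar transporter family gene AT5G18840 with 3.04 and the dehydrin *LTI30* with 2.99 followed, and AT1G29270, the lipase family gene AT1G29660, AT2G05540 and AT5G12270 complete the 10 highest among probe sets with 1 named gene with log2 fold changes of 2.87, 2.82, 2.73 and 2.54.

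Of the 22746 probe sets, 966 were differentially expressed, 349 of them (36.1%) higher and 617 (63.9%) lower in *tink/ibr5-6*. Decreases were also the larger changes, since 170 probe sets fell by more than 3 on the log2 scale and 11 rose by more than 3, those without a single named gene included. For 117 of the probe sets that fell, all *tink/ibr5-6* arrays lay under a log2 value of 3. In all 966 the 3 arrays of *tink/ibr5-6* lay on one side of the 3 of L*er*, as in 35.7% of all probe sets tested, where chance gives 10%. Without the limit on the fold change 3697 probe sets passed, and then more were higher (2184) than lower (1513), while an adjusted p under 0.01 with that limit left 366. The count was 577 without *tink/ibr5-6* replicate 1, 518 without *tink/ibr5-6* replicate 2, 594 without L*er* replicate 2, 553 without L*er* replicate 3 and 632 among probe sets with a mean log2 value of at least 6, and in 5 of the 6 fits that leave out 1 array AT5G39880, AT3G26860 and AT5G26700 were not called, nor AT5G07430 in 3 of them.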

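Genes that act in mature pollen and in the growing pollen tube were lower in *tink/ibr5-6* inflorescences. Of 64 such genes, 17 were measured, and 8 of them were lower, none was higher and 9 did not pass the test (10 lower when adjusted over the list alone). The genes were listed before the deposited values were examined, but after the values of S1 Table, from these same arrays, had been seen. Tests of the list are therefore not independent of these arrays. Bud stages are not given in the sources used here. A lower share of late buds in the *tink/ibr5-6* samples can therefore not be told apart from an effect of the genotype. *PLIM2A*, which encodes an actin-bundling LIM protein of pollen, had a log2 value of 2.77 ± 0.85 (SD, n = 3) in *tink/ibr5-6* and 8.18 ± 0.68 (SD, n = 3) in L*er*, a log2 fold change of -5.41 (standard error 0.60, adjusted p = 0.011 from limma). *SWEET5*, a sugar transporter gene of pollen, changed from 10.00 ± 0.04 in L*er* to 5.30 ± 0.75 in *tink/ibr5-6* (SD, n = 3 each), a log2 fold change of -4.71 (adjusted p = 0.0073 from limma). *ANX2* and *BUPS1* encode receptor-like kinases that keep the pollen tube intact as it grows. The decrease of *ANX2* was at least 7.53-fold, with a fitted log2 fold change of -3.42, and *BUPS1* had a log2 fold change of -3.18 (adjusted p of 0.014 and 0.0073 from limma). *EXPB5*, an expansin gene, had a fitted log2 fold change of -2.68 (adjusted p = 0.075 from limma) and a bound of 4.16-fold from its mean in L*er*. *AGL18*, a MADS box gene, had a log2 fold change of 0.03, and neither gene passed.

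The list had more decreased genes than the other measured genes, of which 320 of 13316 were lower (Fisher's exact test, two-sided, p = 2.5e-09). By camera, which ranks a list against all other genes, its adjusted p over the 5 lists large enough to test was 3.3e-08 with a preset correlation between genes of 0.01, and the adjusted p = 0.187 with an estimated correlation, so that only the former passed (1.4e-08 to 1.7e-06 over the other alternatives that give a value). By limma's fry, which tests whether the genes of a list move on balance one way, its adjusted p was 0.0022. Fry compares a list with no other genes, and its calls were not particular to pollen. The adjusted p by fry was 0.0039 for the tapetum and early anther and 0.0075 for the pistil and ovule, both towards higher values. It was 0.019 for the early auxin response, towards lower values, which did not pass without *tink/ibr5-6* replicate 1 or L*er* replicate 1. Averaged over the 13 members with a log2 value above 3 on some array, the *tink/ibr5-6* arrays lay at -2.04, -2.31 and -2.54 from the L*er* mean, and the L*er* arrays at -0.28, 0.42 and -0.15. The number of members called was 4 without *tink/ibr5-6* replicate 2 and 5 without *tink/ibr5-6* replicate 3, neither of which called *ANX2*, and it was 3 at an adjusted p under 0.01 and 2 of 3 members when only probe sets with a mean log2 value of at least 6 were tested. *EXPB5* was called in the fit without L*er* replicate 2, with -1.97.

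**Figure D1:**
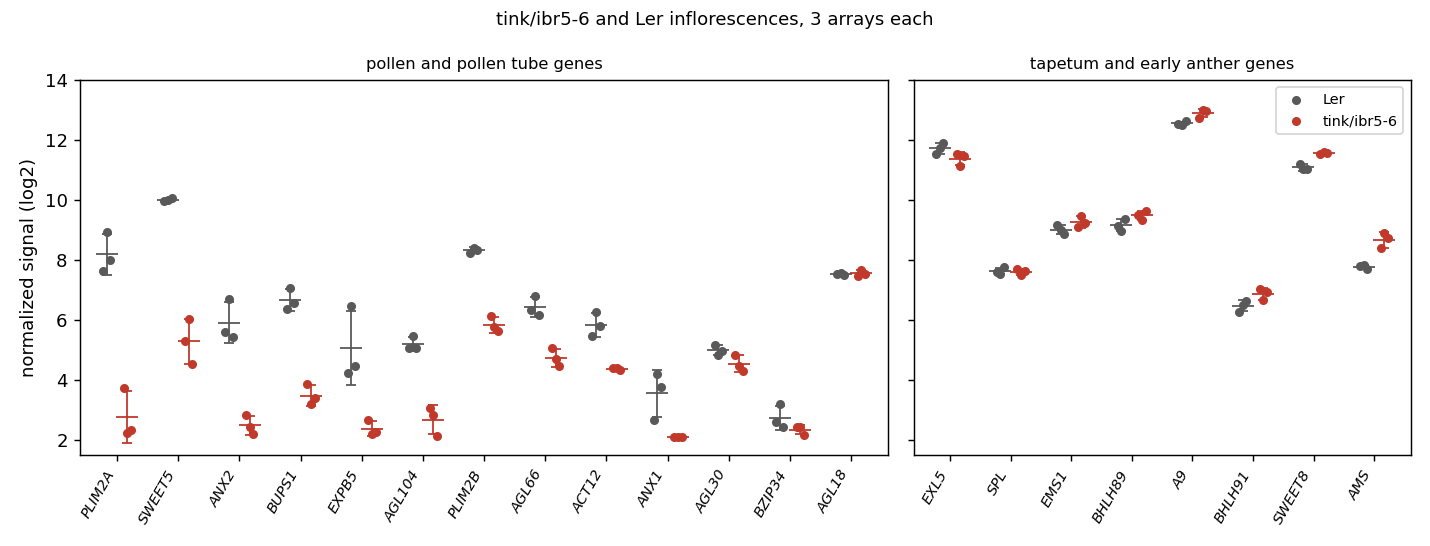
Normalized signal on the log2 scale (vertical axis) of the 13 pollen and pollen tube genes above a log2 value of 3 on some array (left) and of the 8 measured genes of the tapetum and early anther (right) in 3 L*er* (grey) and 3 *tink/ibr5-6* (red) inflorescence samples. Points are single arrays, and bars show the mean and SD. The mean of *SWEET5* lies at 10.00 in L*er* and 5.30 in *tink/ibr5-6*, and that of *AMS*, a tapetum gene, at 7.77 in L*er* and 8.66 in *tink/ibr5-6*.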

Gene ontology (GO) analysis, which categorises genes based of the gene product properties, such as cellular component, molecular function and biological process, shows an over-representation of genes involved in reproduction and more specifically male gametophyte development (Table 1). Expression of a subset of genes predicted to be involved in pollen development were confirmed as mis-regulated in the *tink*/*ibr5-6* mutant using quantitative real-time (Q)-PCR (S3 Fig). To test for a defect in pollen function, pollen morphology of *tink*/*ibr5-6* was observed, and the transmission efficiency of *tink*/*ibr5-6* pollen was investigated by crossing *tink/+* heterozygotes as male to wild-type female parents. Anthers and pollen of *tink*/*ibr5-6* mutants did not show any gross morphological defects compared to wild-type. Also, no significant difference in transmission efficiency through the *tink*/*ibr5-6* male gametophyte is evident (S3 Fig). Thus, despite the expression signature in *tink*/*ibr5-6* mutant flowers, mutant pollen does not seem to be impaired in its function under standard laboratory conditions, and more specific conditions may be required to reveal a pollen phenotype.

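No measured gene of the tapetum, the anther layer that feeds young microspores, was called lower in *tink/ibr5-6*. Of 37 genes of the tapetum and early anther, 8 were measured and none was called by limma in either direction (none when adjusted over the list alone; 4 were higher and none lower at an unadjusted p under 0.05). *AMS*, a transcription factor gene of the tapetum, had a log2 fold change of 0.89 (adjusted p = 0.025 from limma) and *EXL5*, a lipase gene of the pollen coat, one of -0.34 (adjusted p = 0.23 from limma). Of 23 genes of late stamens and petals 3 were measured. *ADPG1*, a polygalacturonase gene active in anther opening, was lower, with a log2 fold change of -2.31 (standard error 0.41, adjusted p = 0.031 from limma). The terpene synthase genes *TPS11* with -0.76 (adjusted p = 0.037 from limma) and *TPS24* with a fitted -2.12 (adjusted p = 0.23 from limma) were not called. The bound of *TPS24* from its mean in L*er* was 2.36-fold, but L*er* replicate 1, at 2.28, lay under a log2 value of 3 itself. *HTR10*, a histone gene of sperm cells and the 1 measured member of 13 genes of the generative and sperm cells, had a log2 value of 4.29 ± 1.28 in *tink/ibr5-6* and 7.24 ± 0.09 in L*er* (SD, n = 3 each), a log2 fold change of -2.95 (adjusted p = 0.062 from limma; it passed when adjusted over the list alone, which is then the single gene). None of the 6 measured of 18 genes of the pistil and ovule was called by limma (none when adjusted over the list alone; 3 at an unadjusted p under 0.05), with *NGA1*, a gene of style development, at 0.92 (adjusted p = 0.017) and *SPT* at 0.47 (adjusted p = 0.13). None of the 4 measured of 23 genes of the meristem and of floral organ identity was called by limma either, also at an unadjusted p or when adjusted over the list alone, and *CLV3*, *UFO* and *RBE* lay at the lowest signal on every array. AT1G35490, for which S6 Table gives Q-PCR primers, was lower, with a log2 value of 3.45 ± 1.04 in *tink/ibr5-6* and 8.56 ± 0.43 in L*er* (SD, n = 3 each), a log2 fold change of -5.12 (standard error 0.62, adjusted p = 0.014 from limma).

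By camera with the preset correlation, the tapetum list had an adjusted p of 0.097 and the pistil list one of 0.242. Over the alternatives, the estimated correlation among them, camera gave an adjusted p of 0.048 to 0.248 and of 0.010 to 0.345. The lists passed with arrays centred on their medians and with arrays quantile-normalized again, respectively, but with an estimated correlation neither did (adjusted p = 0.182 for the tapetum list with centred arrays and adjusted p = 0.154 for the pistil list with arrays quantile-normalized again). *ADPG1* was not called when any 1 array was left out, which gave log2 fold changes of -2.58 to -1.98, and AT1G35490 was not called without *tink/ibr5-6* replicate 2, L*er* replicate 2 or L*er* replicate 3, while *AMS* was called without *tink/ibr5-6* replicate 1 (1.03), *NGA1* without L*er* replicate 2 (1.04), *TPS24* without L*er* replicate 1 (-3.10) and *HTR10* without *tink/ibr5-6* replicate 3 (-2.21), with centred arrays and among probe sets with a mean log2 value of at least 4.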

**Table 1:** List of GO terms enriched in *tink/ibr5-6* vs L*er* microarray dataset.

GOID	GOterm	Annotated	Significant	Expected	Fisher.p.value
GO:0090406	pollen tube	39	20	1.74	2.46E-17
GO:0042995	cell projection	40	20	1.79	4.72E-17
GO:0048610	cellular process involved in reproduction	164	31	8.53	3.48E-10
GO:0009860	pollen tube growth	79	21	4.11	3.71E-10
GO:0035295	tube development	102	23	5.31	1.88E-09
GO:0048868	pollen tube development	102	23	5.31	1.88E-09
GO:0004857	enzyme inhibitor activity	138	26	7.29	1.35E-08
GO:0009932	cell tip growth	99	21	5.15	2.98E-08
GO:0009856	pollination	158	27	8.22	4.44E-08
GO:0046910	pectinesterase inhibitor activity	43	13	2.27	1.93E-07
GO:0031225	anchored to membrane	219	28	9.79	5.49E-07
GO:0030234	enzyme regulator activity	297	37	15.69	1.15E-06
GO:0016798	hydrolase activity, acting on glycosyl bonds	396	44	20.92	2.69E-06
GO:0032989	cellular component morphogenesis	271	33	14.1	5.03E-06
GO:0030154	cell differentiation	350	39	18.2	6.36E-06
GO:0048869	cellular developmental process	489	49	25.43	8.76E-06
GO:0022414	reproductive process	1012	84	52.64	1.40E-05
GO:0000003	reproduction	1030	84	53.57	2.66E-05
GO:0032501	multicellular organismal process	1867	135	97.11	4.41E-05
GO:0048235	pollen sperm cell differentiation	27	8	1.4	4.77E-05
GO:0031224	intrinsic to membrane	699	53	31.26	1.20E-04
GO:0009653	anatomical structure morphogenesis	559	50	29.07	1.36E-04
GO:0004091	carboxylesterase activity	290	31	15.32	1.58E-04
GO:0048232	male gamete generation	34	8	1.77	2.82E-04
GO:0055046	microgametogenesis	38	8	1.98	6.31E-04
GO:0007276	gamete generation	40	8	2.08	9.05E-04
GO:0005623	cell	11775	556	526.61	7.00E-03
GO:0044464	cell part	11775	556	526.61	7.00E-03
GO:0016787	hydrolase activity	2578	163	136.22	7.44E-03
GO:0019953	sexual reproduction	80	10	4.16	8.38E-03
GO:0048609	multicellular organismal reproductive process	88	9	4.58	3.91E-02

### IBR5 likely regulates growth through auxin and TCP growth regulatory pathways

Given the previous association of IBR5 with regulation of auxin pathways and results showing reduced expression of *pDR5*:GUS in the *ibr5-1* mutant [8], we were interested to know if auxin responsive genes are mis-regulated in *tink*/*ibr5-6*. A set of genes identified in microarray studies as being significantly up- or down-regulated in *tink*/*ibr5-6* compared to wild-type were validated by Q-PCR. These genes are annotated as being involved in auxin synthesis, transport, regulation and responses (S2 Table, Fig 5A). Intriguingly this list included a number of genes involved in auxin efflux (PINs). This supports previous studies that IBR5 is involved in auxin signalling pathways. 

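The auxin genes of S2 Table that could be measured were lower in *tink/ibr5-6* inflorescences. S2 Table lists 25 genes, 5 higher and 20 lower, which the study chose from these same arrays, so that their direction is not independent evidence. Of the 8 with a named probe set, all listed as lower, 7 were called lower, none higher and 1 did not pass (7 lower when adjusted over the list alone). *GH3.3*, which encodes an enzyme that conjugates auxin to amino acids, had a log2 value of 7.31 ± 0.14 (SD, n = 3) in *tink/ibr5-6* and 9.27 ± 0.22 (SD, n = 3) in L*er*, a log2 fold change of -1.95 (standard error 0.15, adjusted p = 0.0057 from limma). *HAT2*, an auxin-induced homeodomain gene shown in Fig 5A, had one of -1.69 (standard error 0.27, adjusted p = 0.024 from limma), and AT5G44300, a dormancy/auxin associated gene shown there too, one of -4.07 (standard error 0.60, adjusted p = 0.020 from limma). The related AT1G54070 was at least 11.1-fold lower and the *GH3* family gene AT5G13350 at least 3.87-fold lower. *GH3.17* was at least 1.26-fold lower by its bound, with a fitted log2 fold change of -0.80 (adjusted p = 0.042 from limma) under the limit for a call, and *TUB6*, the reference of the Q-PCR, one of -0.19 (adjusted p = 0.15 from limma).

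A list of 63 *Aux/IAA*, *GH3* and *SAUR* genes and *HAT2*, transcripts that rise soon after auxin treatment, was among the lists tested. Like the pollen list, it was written after values from these same arrays had been seen, those of S2 Table among them. *GH3.3* and *HAT2* are both in S2 Table. Of its 14 measured genes 2 were lower, *GH3.3* and *HAT2*, none was higher and 12 did not pass (2 lower when adjusted over the list alone), among them *GH3.5* with 0.43 and *IAA18* with -0.09, and the list did not pass camera (adjusted p = 0.168 from limma's camera with the preset correlation). The 14 genes had a median log2 fold change of 0.00 and a mean of -0.29, and 6 of them had a log2 value above 3 on some array. Averaged over these 6, of which *GH3.3* and *HAT2* had the largest changes, the *tink/ibr5-6* arrays lay at -0.68, -0.54 and -0.82 from the L*er* mean, and the L*er* arrays at -0.01, 0.06 and -0.05. Of 37 genes of auxin synthesis, perception and response factors, *YUC2*, *YUC4* and *YUC6*, which encode enzymes of auxin synthesis, were measured, all named after their values had been seen, and none was called (log2 fold changes of 0.35, 0.75 and 0.37 from limma; none when adjusted over the list alone or at an unadjusted p under 0.05). None of 24 auxin transport genes was analysed here. The count of 7 was 3 without *tink/ibr5-6* replicate 1, 4 without *tink/ibr5-6* replicate 2, L*er* replicate 2 or L*er* replicate 3, and 4 of 4 among probe sets with a mean log2 value of at least 6. *HAT2* was called only in the fit without *tink/ibr5-6* replicate 3 among the fits that leave out 1 array, AT5G44300 only without *tink/ibr5-6* replicate 2 or 3, and AT1G54070 only without an L*er* array, while *GH3.3* was called in all 6. The paper relates the auxin genes of S2 Table, *PIN* genes of auxin efflux among them, to previous studies in which IBR5 is involved in auxin signalling pathways.

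**Figure D2:**
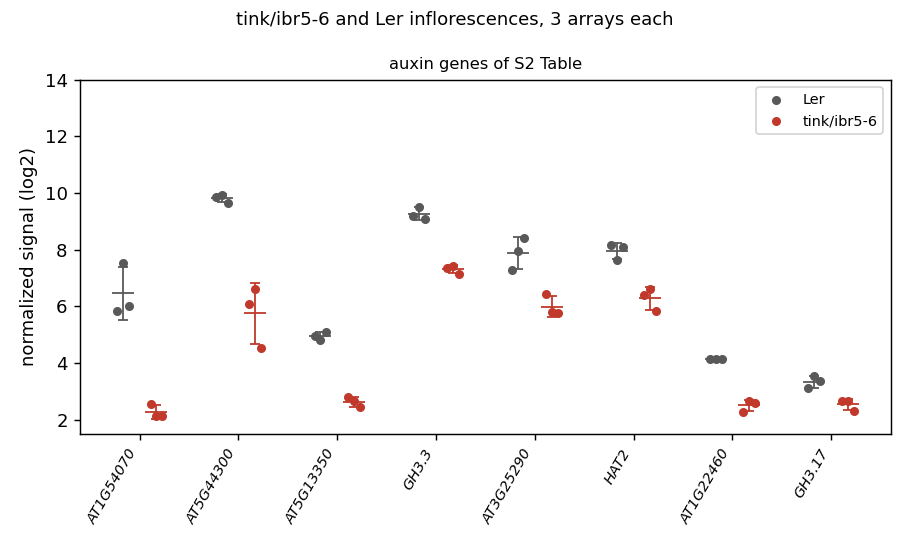
Normalized signal on the log2 scale (vertical axis) of the 8 measured auxin genes of S2 Table in 3 L*er* (grey) and 3 *tink/ibr5-6* (red) inflorescence samples. Points are single arrays, and bars show the mean and SD. *GH3.3* lies at 9.27 in L*er* and 7.31 in *tink/ibr5-6*, and values near 2.1 are the lowest signal.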

Auxin transport assays performed on basal stem segments of *ibr5-3* and *tink/ibr5-6* mutants compared to the respective wild-types showed no significant differences (Fig 5B). To determine if changes in auxin distribution are responsible for the altered petal phenotype, the *pDR5*:GFP reporter was introduced into *tink*/*ibr5-6 and ibr5-3* mutants [9]. In wild-type petals *pDR5*:GFP is localized at the tip of developing petals and in the vasculature [26]. No difference to wild-type *pDR5*:GFP pattern of expression was observed in the *ibr5* mutant lines (S4 Fig). A reduction in the level of *pDR5*:GUS in roots and leaves has previously been observed in *ibr5-1* mutants, even in tissues where *pIBR5*:GUS was not observed [8, 19]. From our investigation of *pDR5*:GFP expression in petals of *ibr5* mutants, either no change in auxin levels occurs or our methods are not sensitive enough to detect potentially subtle changes in *pDR5*:GFP expression.

**Fig 5:**
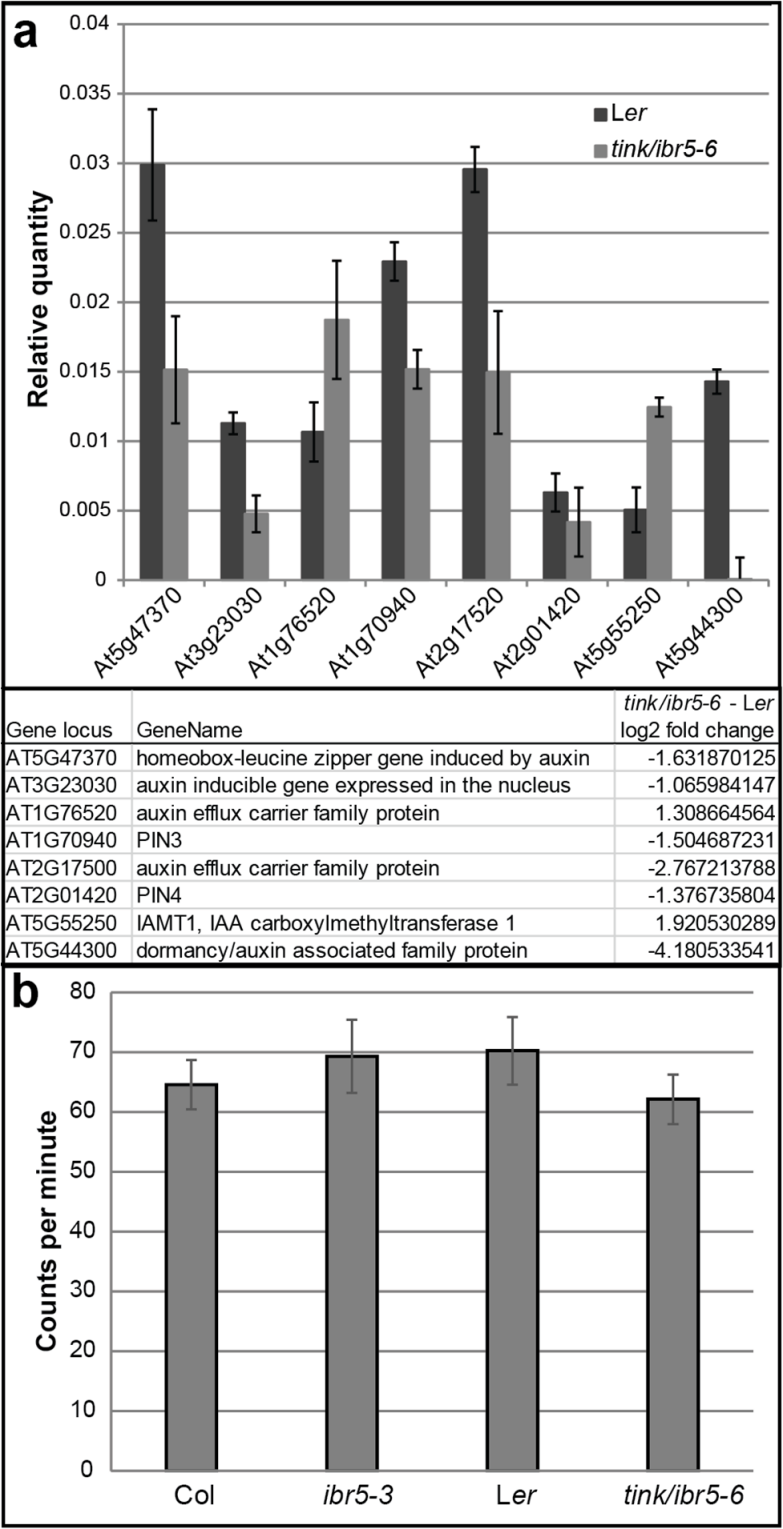
Investigation of auxin pathways in *tink/ibr5-6* mutants. a. Real time quantitative (Q)-PCR validation (upper panel) of genes implicated in auxin biogenesis or transport identified in microarray analysis (lower panel) as being altered in *tink/ibr5-6* mutants compared to wild-type flowers. Values in Q-PCR analysis are shown as mean ± SEM with expression levels normalized to that of the *TUB6* gene for 3 biological and 3 technical replicates. b. Quantitation of bulk polar IAA transport in stem segments of the indicated genotypes. Values are represented as mean ± SEM of radiolabel transported (in cpm). There is no significant difference between wild-type and the respective *ibr5* mutant alleles. At least 18 stem segments were assayed per genotype.

As cell proliferation is altered in *tink/ibr5-6* mutants, the microarray data was searched for mis-regulated cyclin and related genes. A cyclin-dependent protein kinase, CYCP3;1 (AT2G45080), is significantly upregulated and a number of F-box family proteins altered in the *tink/ibr5-6* mutants compared to wild-type (S3 Table). 

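F-box genes changed in both directions in *tink/ibr5-6* inflorescences. S3 Table lists 18 genes, chosen by the study from these arrays and so no independent evidence of direction, and 13 were measured, all of them F-box genes or related to them. AT4G39590, a kelch repeat F-box gene, was higher, with a log2 value of 7.15 ± 0.40 in *tink/ibr5-6* and 5.59 ± 0.39 in L*er* (SD, n = 3 each), a log2 fold change of 1.56 (standard error 0.31, adjusted p = 0.040 from limma), and AT5G44980 was higher with 1.17 (adjusted p = 0.041 from limma). AT4G13960 was lower with -1.32 (adjusted p = 0.017 from limma) and AT3G23880 with -1.17 (adjusted p = 0.044 from limma). The other 9 did not pass the test, among them AT3G20710 with a log2 fold change of 0.99 (adjusted p = 0.013) and AT4G33900 with 1.61 (adjusted p = 0.14), and 4 were called when adjusted over the list alone. *CYCP3;1* and the others of a list of 48 cyclins, cyclin-dependent kinases and their inhibitors were not analysed here.

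Of 22 genes of DNA replication and mitosis 3 were measured, and none was called by limma (none when adjusted over the list alone; all 3 at an unadjusted p under 0.05). *AUR1* and *AUR2*, which encode mitotic Aurora kinases, had log2 fold changes of -0.84 and -0.78 (adjusted p of 0.012 and 0.025 from limma), under the limit on the fold change, and *MCM7*, of the replicative helicase, one of 0.41 (adjusted p = 0.10 from limma). Among the fits that leave out 1 array, AT4G13960 was called without L*er* replicate 1 or L*er* replicate 2, the other 3 called F-box genes in none, and AT3G20710 without *tink/ibr5-6* replicate 2 or L*er* replicate 3. AT5G44980 and AT3G23880 were not called with a trend and robust prior, and AT3G20710 was called when the arrays were quantile-normalized again.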

To identify other pathways through which IBR5 could be acting, MASTA analysis was used to compare the *tink*/*ibr5-6* transcriptional profile to other available microarray data. This analysis identified a large overlap with the transcriptional profile of *tcp14* and *tcp15* mutants (S4 Table and S5 Table, S5 Fig). 

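The genes that changed most strongly in *tink/ibr5-6* inflorescences on these arrays were the ones that entered this comparison. The methods took the 200 genes that rank highest and the 200 that rank lowest by rank product, which orders genes by how consistently they come near the top of each pair of arrays. Rank products recomputed from the 6 arrays placed 91 of the 114 measured genes that S5 Table marks as higher among the 200 highest probe sets, and 110 of its 124 measured genes marked as lower among the 200 lowest. Of the TCP transcription factor genes, *TCP15* had a log2 value of 8.25 ± 0.19 (SD, n = 3) in *tink/ibr5-6* and 8.12 ± 0.07 (SD, n = 3) in L*er*, a log2 fold change of 0.13 (standard error 0.11, adjusted p = 0.58 from limma), and *TCP11* had one of 0.12 (adjusted p = 0.60 from limma) near the lowest signal. These were the 2 measured of 24 TCP genes, and neither was called by limma (none when adjusted over the list alone or at an unadjusted p under 0.05). The arrays of the *tcp* and *jaw-D* mutants were not analysed here, and S4 Table, held only in part, was not used here.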

TCP transcription factors constitute a small family of plant-specific bHLH-containing, DNA-binding proteins that have been implicated in the control of cell proliferation in plants. To investigate if IBR5 overlaps with other TCP pathways, the *tink/ibr5-6* dataset was also compared to a *jaw-D* microarray (S5 Fig). The JAW microRNA targets a number of class II TCPs, in particular *TCP3* and *TCP4*, and dominant *jaw-D* alleles result in plants with uneven leaf shape and curvature [27]. Unlike *tcp14 tcp15*, no obvious overlap with *tink/ibr5-6* and *jaw-D* microarray datasets occurs (S5 Fig). Reminiscent of the *tink*/*ibr5-6* mutant, *tcp14* and *tcp15* mutants have a reduced plant height phenotype that results from a reduction in internode length. Leaf shape is also subtly altered in *tcp14 tcp15* mutants indicating a role in regulating organ size and shape via changes in cell proliferation [28]. TCP15 is also implicated in regulating auxin homeostasis as the expression of an auxin-responsive promoter is induced by TCP15-EAR [29]. Further investigation to determine if IBR5 and TCP14 and TCP15 act in the same pathway to regulate organ size is an avenue for future research.

## Discussion

### *tink/ibr5-6* alters the rate of proliferative growth

We have identified a novel role for the dual-specificity protein phosphatase IBR5 in regulating the shape and size of Arabidopsis organs. Loss of *IBR5* function leads to narrow petals and leaves and its effect appears to be due to an altered rate of proliferative growth rather than changes in cell size. The reduced growth rate in *tink*/*ibr5-6* in petals leads to 80% of the wild-type cell number. The plastochron of *tink*/*ibr5-6* mutants is also shorter leading to an increased number of flowers in the inflorescence (Fig 1). The transition between cell proliferation and cell expansion is known to be a critical decision point during primordium growth. Unlike many other regulators of cell proliferative growth, IBR5 does not alter the length of time over which growth occurs and appears to be a novel regulator of growth. Consistent with an effect primarily on the rate of growth, rather than its duration, the *tink/ibr5-6* mutation did not show any interaction with the *klu* mutation, which affects the timing of growth arrest, but not the growth rate.

### Microarray analysis of *tink/ibr5-6* revealed potentially novel roles in male gametogenesis and TCP regulatory pathways

Microarray analysis of *tink*/*ibr5-6* mutant flowers identified a large number of mis-regulated genes compared to wild-type (S1 Table). An obvious pathway for organ size regulation was not identified whereas GO analysis of the *tink*/*ibr5-6* microarray data suggests a significant overrepresentation of genes expressed in male gametophyte development and function. Transmission efficiency of *tink/ibr5-6* gametes is not affected and the mechanism resulting in the change in gene expression remains somewhat elusive. Interestingly, a study of the phosphoproteome of mature Arabidopsis pollen identified an overrepresentation of mitogen-activated protein kinases [30]. The dual phosphorylation of MPK8 and MPK15 was confirmed yet no role in pollen development has been described to date. It is possible IBR5 plays a role in the male gametophyte through modulating activity of these or other MPKs. Although IBR5 did not interact with MPK8 or MPK15 in yeast-2-hybrid studies, an *in vivo* interaction cannot be ruled out [9].

Microarray comparison (MASTA) analysis revealed an interesting overlap of the *tink*/*ibr5-6* profile with that of *tcp14 tcp15* [31]. TCP transcription factors are key regulators of cell proliferation in growing organs and the balance between the growth-promoting class I factors and the negatively acting class II TCPs has been proposed to regulate the arrest of proliferative growth [32, 33]. Class I TCP factors are proposed to stimulate division required to produce the correct number of cells in young lateral primordia followed by a suppression of cell growth and division by class II TCP genes as cells exit the proliferative zone [34]. This view has been challenged in recent times as the class I TCPs, TCP14 and TCP15, can act to either promote or repress cell proliferation depending on the developmental context [28].

TCP14 and TCP15 are closely related class I TCP genes that modulate cell proliferation in the developing leaf blade and floral tissues and promote cell division in young internodes [28]. Overexpression of TCP14 (*pAS1*:TCP14) resulted in inhibition of internode elongation, inhibition of petal growth, reduced fertility and promotion of trichome development on sepals [35]. In *tcp14 tcp15* double mutants and TCP14 overexpression lines the activity of the promoter of the mitotic factor CYCB1;2 is reduced or increased in stems, respectively [28, 35].

It is possible the *ibr5* mutant growth phenotypes are mediated in part through altered activity of TCP14 and TCP15 transcription factors. It is tempting to suggest that this may occur through changes in phosphorylation status of these proteins. Recently a recombinant TCP8 was shown to be phosphorylated at Ser211 when expressed in Hi5 insect cells [36]. Characterisation of TCP14 and TCP15 in the *ibr5* mutant background and generation of triple mutant *tink/ibr5-6 tcp14 tcp15* mutants are interesting avenues for further investigation. Interestingly, TCP15 has been implicated in auxin homeostasis as it has been shown to bind the promoter regions of IAA3/SHY2 and the auxin responsive gene At1g29460 [29]. IBR5 is known to play a role in regulating auxin pathways yet the mechanism has remained cryptic.

### IBR5 likely mediates growth through auxin pathways

The IBR5 loss of function mutant alleles *ibr5-1* and *ibr5-3* show less sensitivity to inhibitory concentrations of auxin in root growth assays. Expression of pDR5:GUS is reduced in these *ibr5* alleles suggesting that IBR5 normally acts to promote auxin responses [8, 19, 20]. The role of IBR5 in auxin pathways remains unclear as *IBR5* transcript levels do not alter in response to auxin, IBR5 acts independently of the TIR1 and AXR1 and AUX1 pathways and Aux/IAA proteins are not stabilized in *ibr5* [19].

MPK12 has been identified as interacting with IBR5 and shown to be a negative regulator of auxin signalling in roots [9]. MPK12 activity is activated by auxin *in vivo* and reduced levels of MPK12 result in hypersensitivity to auxin [9]. The association of MPK12 with IBR5 has reinforced their roles in regulation of auxin signalling pathways. Unlike other *ibr5* alleles, *tink/ibr5-6* does not show strong reduced sensitivity to the inhibitory effects of auxin on root growth. The *ibr5-1* mutation causes a premature stop codon that would result in a truncated product lacking the conserved phosphatase domain and the C-terminal region responsible for binding MAPK12 [8, 9]. As the *tink/ibr5-6* mutation results in a full length protein with likely loss of phosphatase activity it is possible that it is able to sequester MPK12 and dampen its normal activity. This is likely given previous complementation studies of the *ibr5-1* mutant using a mutated IBR5^c129s^ only resulted in partial rescue of *ibr5* defects [19]. Studies suggest that IBR5 may have some phosphatase independent functions and may bind and sequester its substrate(s) [19, 23]. This suggestion would fit with the root phenotypes of *tink/ibr5-6* mutants as they display reduced root growth in the absence of auxin. The *tink/ibr5-6* mutation could potentially cause the IBR5^C-Y^ to act as a dominant negative in roots. This could occur through sequestration of its substrate(s) such as MPK12. Plants with reduced levels of MPK12 show hypersensitivity to auxin; however, they do not show root phenotypes in the absence of auxin. The *tink/ibr5-6* root phenotype on standard media may reflect the IBR5^C-T^ more completely suppressing MPK12 and potentially other MAPK substrates.

MPK12 is not expressed in the petals which may explain why *ibr5* mutant phenotypes are more consistent in this organ. Complementation with a *p35S*::*GFP*:*IBR5* construct largely recovered the *tink*/*ibr5-6* petal size phenotype suggesting that the IBR5 phosphatase is indeed altered in the *tink*/*ibr5-6* mutant (Fig 2). IBR5 could have a different MAPK substrate in petals as well as having both phosphate dependent and phosphate independent functions.

A role for IBR5 in modifying auxin transport could be inferred from the identification of *pleiotropic drug resistance9* (*pdr9*) as a suppressor of *ibr5* [20]. *PDR9* encodes an ATP-binding cassette transporter implicated in cellular efflux of the synthetic auxin 2,4-D. Microarrays of *tink/ibr5-6* identified a number of the auxin efflux *PIN* genes with altered expression profiles. A number of auxin responsive genes have been identified in organ growth control. The auxin-induced *ARGOS* (*AUXIN-REGULATED GENE INVOLVED IN ORGAN SIZE*) gene contributes to regulating the timing of proliferation arrest [4]. *ARGOS* encodes a novel, plant specific protein which acts upstream of *AINTEGUMENTA* (*ANT*), encoding a member of the AP2/ERF transcription factor family. *ARGOS* promotes growth by stimulating *ANT* expression; *ANT* activity maintains the proliferative potential of cells in leaves and floral organs, with loss or gain of function leading to reduced or increased lateral organs, respectively [4–6]. Genetic interaction studies with *ant* could potentially uncover an interaction of IBR5 and ANT pathways although given *ANT* and *ANT-like* genes act to regulate the length of proliferative growth, it seems likely that IBR5 acts independently of this pathway.

Auxin transport assays in *ibr5-3* and *tink/ibr5-6* stems did not reveal altered dynamics and localization of a pDR5:GFP reporter did not show any difference in levels or pattern of expression in *ibr5-3* or *tink/ibr5-6* mutant petals. It is possible that subtle changes in auxin signalling at the cellular level are responsible for the *ibr5* above ground phenotypes and examination of PIN protein localization in *ibr5* mutants would be an interesting avenue to further investigate these effects. Alteration of auxin patterning would explain the narrow petal phenotype as auxin is thought to act as a negative polarity organizer [26].

In this paper we have described a new allele of *ibr5* and detail the above ground floral phenotypes. The pathways via which IBR5 regulates growth through auxin and TCP pathways open up further areas of research for this regulator of signalling pathways.

## Experimental Procedures

### Plant Material and growth conditions

The *tink/ibr5-6* mutant was isolated from an EMS-mutagenesized population in the *klu-2* background and backcrossed three times to L*er* plants to isolate *tink/ibr5-6* single mutants. *klu-2* mutants are described in Anastisou et al., (2007). Plant growth conditions were as described in [37].

#### Identification of the TINK causal mutation

The *tink/ibr5-6* mutation was rough mapped in a *tink/ibr5-6* x Col F2 population by using described markers (http://carnegiedpb.stanford.edu/publications/methods/pps.uppl.html). Nuclei from 250 *tink/ibr5-6* x Col F2 plants showing the mutant phenotype were extracted using the CellLytic PN kit semi-pure method (Sigma) to identify SNPs using whole genome sequencing. Library preparation, sequencing and analysis of SNP data are outlined in [38]. Genotyping of the *tink/ibr5-6* causal mutation in At2g04550 was performed using KASP genotyping (LGCgenomics) with primers At2g04550_SNP12_FOR, 5’ GGCACGTGTTCTTGTGCATT 3’, At2g04550_SNP12_fam, 5’ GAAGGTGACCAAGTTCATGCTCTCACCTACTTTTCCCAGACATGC 3’, At2g04550_SNP12_VIC, 5’ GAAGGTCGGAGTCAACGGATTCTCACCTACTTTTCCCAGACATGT 3’.

### Phenotypic Analysis

Organ and cell sizes, as well as growth dynamics of petals, were measured as described by Disch et al., (2006). Values are represented as mean ± SEM throughout. Each value corresponds to at least twenty petals from at least ten plants. Petals were imaged either on a Zeiss SteREO Lumar dissecting microscope or a Leica DM 6000 compound microscope and petal measurements were taken from images using Fiji (http://fiji.sc). For root elongation inhibition assays plants were grown aseptically on half MS media (Sigma) with 0.5%[w/v] sucrose solidified with 0.8% (w/v) agar, either alone or supplemented with 100nm IAA. Plants were grown for 10d at 22°C under standard long day conditions and the length of the primary root was measured. A minimum of 20 roots were measured for each genotype and values are represented as mean ± SEM throughout.

### Generation of GFP-IBR5 constructs

The coding sequence corresponding to *IBR5* was amplified from Arabidopsis leaf cDNA (L*er* ecotype), using Phusion high fidelity DNA polymerase (New England Biolabs) and primers, At2g04550_Xba_Spe_F, 5’ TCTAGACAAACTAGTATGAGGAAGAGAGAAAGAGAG 3’ and At2g04550_R_Sal, 5’ ACGGTCGACCTAAGAGCCATCCATTGCA 3’ according to the manufacturer’s instructions. The *IBR5* sequence was cloned into the FP101 vector using XbaI and Sal restriction sites and GFP inserted into the SpeI site at the N-terminus [39]. This binary vector was transformed into *Agrobacterium tumefaciens* strain GV3101 and transformed into Arabidopsis using the floral dip method [40].

### Microarray Analysis

RNA was extracted from inflorescences with young flower buds from individual *tink/ibr5-6* mutant or L*er* plants with three replicates using the RNEasy kit (Qiagen). Hybridization of Affymetrix ATH1 arrays was performed by NASC Affymetrix service, Nottingham, UK. Arrays were normalized using gcrma with differentially expressed genes identified using the R/Bioconductor packages affy, limma and gcrma. Genes with absolute log2 fold change above 1 and BH corrected p-values below 0.05 were considered differentially expressed. Arrays were also analyzed using R/RankProd to extract the top 200 up- and down-regulated genes for comparison with the MASTA dataset [31]. Normalized signal intensities for *jaw-d* microarrays ([27]; PMID: 12931144) were downloaded from NCBI GEA (accession number GSE518) and analyzed the same way to be added to the comparison. Raw data for our microarrays are available at NCBI GEO under accession number GSE66419.

### Quantitative real-time (Q)-PCR

Q-PCR was used to verify microarray results for a subset of genes involved in male gametogenesis and auxin regulation. RNA was extracted as above and cDNA synthesized from 1μg of RNA using the Superscript III (Invitrogen) reverse transcriptase according to the manufacturer’s instruction. Q-PCR was performed with SYBR-Green PCR Mastermix (Invitrogen) on a Bio-Rad DNA Engine with Chromo4 RT-PCR Detector. Three independent RNA samples for each genotype were assayed in triplicate. Expression levels were normalized to those of the constitutively expressed TUBULIN (At5g12250, [41] gene in each sample and are shown as mean ± SEM. Oligonucleotide sequences are given in S6 Table.

### Auxin transport Assay

Auxin transport assays were performed as described [42] with the following slight modifications. Stem segments (18 mm long) excised from the most basal cauline internodes were incubated for 18 h in 1 × *Arabidopsis* salts medium (ATS) containing 1% sucrose and radiolabeled IAA (1 μM). The amount of transported radiolabel was quantified by scintillation counting (Top CountNXT; Packard Biosciences). Plants were cultivated in the greenhouse under long-day conditions with additional artificial light when needed. Six-week-old plants were used for analysis.

## Supporting Information

S1 Fig Additional phenotypes of *ibr5* mutants and mapping of the *tink/ibr5-6* causal mutation. a. Representative L*er* (left) and *tink/ibr5-6* mutant (right) plants show the rosette leaves of *tink/ibr5-6* mutants are narrower than wild-type. b. Kinematic analysis of *tink1/ibr5-6* and L*er* rosette size during development show *tink1/ibr5-6* has significantly smaller rosette area (shown by red bar, P-values below 0.05 using Wilcoxon Rank Sum tests) c. SNP distribution on chromosome 2 in a mapping population of *tink/ibr5-6* (L*er*) crossed to Columbia. The ratio of homozygous SNPs to heterozygous SNPs was plotted (y-axis). d. Measurement of *ibr5-3* and Col petal size shows a statistically significant (shown by *) reduction in petal area (p value ≤ 3e-7) and petal width (p value ≤ 1e-14) in *ibr5-3* mutants using two tailed t-tests assuming unequal variance. Petals of L*er* (e) and *tink/ibr5-6* (f) mutants show defects in vein patterning in *tink/ibr5-6* compared to wild-type. Scale bar is 1 cm in (a) and 0.1 mm in (e,f).
(TIF)

S2 Fig Localisation of a GFP-IBR5 fusion protein in petal cells of *p35S*::*GFP*:*IBR5* plants. GFP is located in the nucleus, DIC (a), GFP fluorescence signal (b), and merge (c). Scale bar is 10μm.
(TIF)

S3 Fig Investigation of male gametophyte development in *tink/ibr5-6* plants. Phenotype of wild-type (L*er*) (a) and *tink/ibr5-6* (b) anthers show no obvious differences. c. Q-PCR (upper panel) and microarray (lower panel) analysis of genes specifically expressed in male gametophyte development, with altered expression in *tink/ibr5-6* mutants compared to wild-type (L*er*). d. Transmission efficiency of the *tink/ibr5-6* mutation through male gametes. Scale in (a) and (b) is 0.1 mm. Values in (c) are shown as mean ± SEM from 3 biological and 3 technical replicates with expression levels normalized to that of the *TUB6* gene.
(TIF)

S4 Fig Pattern of *pDR5*:*GFP* expression in wild-type (a-c), *ibr5-3* (d-f) and *tink/ibr5-6* (g-i) petals. Bright-field image is shown in a, d and g, GFP fluorescence is shown in b, e and h and merged image is shown in c, f and i. Scale bar is 100 μm.
(TIF)

S5 Fig Venn diagrams showing overlap of *tcp13*, *tcp14* and jaw-D microarray datasets with *tink/ibr5-6* mutants using MASTA analysis. The number of overlapping genes (A, C, E and G) and the inverse overlap (B, D, F, H) significantly up (red) or down (blue) regulated is shown for comparison of *tink/ibr5-6* with *tcp13* (A, B), *tcp14* (C, D), *tcp13/+ tcp14/+* (E, F) and *jaw-D* (G, H).
(TIF)

S1 File Supporting Experimental Procedures and References.

S1 Table De-regulated genes in *tink/ibr5-6 mutant* compared to wildtype.

S2 Table Genes involved in auxin regulation mis-expressed in *tink/ibr5-6* mutants.

S3 Table Cyclin and related genes mis-expressed in *tink/ibr5-6* mutants.

S4 Table MASTA comparative analysis of *tink/ibr5-6* and publically available microarray datasets.

S5 Table Overlapping genes in MASTA comparison of *tink/ibr5-6* and *tcp14* and *tcp15* mutants.

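S5 Table gives a mark for each of 200 genes lower and 200 higher in *tink/ibr5-6*, which says whether the gene was lower, higher or not significantly changed in each of 3 comparisons of *tcp* mutants with wild-type, whose columns are headed tcp13, tcp14 and tcp_het. The title of the table names *tcp14* and *tcp15*, and S5 Fig names *tcp13* and *tcp14*. Of the 200 genes lower in *tink/ibr5-6*, 107 are marked lower in the first column, 23 in the second and 104 in the third, and 116 (58.0%) in at least 1 of them. Of the 200 higher in *tink/ibr5-6*, 12, 7 and 9 are marked higher, and 20 (10.0%) in at least 1. Marks in the opposite direction were given to 1 of the lower genes, in the second column, and to 2, 7 and 1 of the higher genes, 7 of them in at least 1 column, so that as many of the higher genes are marked lower as higher in the second column. The share marked in the same direction was larger among the lower genes (Fisher's exact test, two-sided, p = 2.6e-25), where genes that change together are not independent units. The 2 sets also differ in strength. On the *tink/ibr5-6* arrays 170 called probe sets fell by more than 3 on the log2 scale, and 11 rose by more than 3. On the arrays of *tink/ibr5-6* and L*er*, 72 of the 76 measured genes marked lower in a *tcp* column were called lower, with a median log2 fold change of -4.11, as were 45 of the 48 without such a mark, with a median of -3.50. The 200 lower genes were chosen as the lowest on these same arrays, so that these calls are not independent evidence. Genes of the lists for pollen and for sperm and generative cells made up 12 of the 114 entries with a locus that are marked lower (10.5%). They made up 6 of the 84 not marked (7.14%), a difference that did not pass the test (Fisher's exact test, two-sided, p = 0.463). These 198 entries hold 197 loci, so that not every locus is counted once.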

S6 Table Primers used for Q-PCR analysis.

# Supplementary material for: The Tinkerbell (Tink) Mutation Identifies the Dual-Specificity MAPK Phosphatase INDOLE-3-BUTYRIC ACID-RESPONSE5 (IBR5) as a Novel Regulator of Organ Size in Arabidopsis
**Source:** PLoS One. 2015 Jul 6;10(7):e0131103. doi: 10.1371/journal.pone.0131103
**Supplement:** S1 File

**Supporting Information**

**Supporting Experimental Procedures**

**Rosette growth measurements**

Plant growth was measured by taking whole rosette pictures from the top using a LemnaTec machine ([Arvidsson *et al.* 2011](#_ENREF_1)). Measurements were stopped at day 26 after sowing out as leaves started growing out of the pots. In total 140 plants were monitored, 84 *tink/ibr5-6* mutants and 56 L*er* controls. Rosette areas were segmented using Matlab with its Image Processing Toolbox. 12 *tink/ibr5-6* and 6 L*er* did not grow normally and were filtered out from the following analyses. Rosette areas for plants from both genotypes were compared using a Wilcoxon Rank Sum test at each day after sowing. P-values below 0.05 were considered significant. Average area values per genotype were plotted.

**Confocal Microscopy**

Imaging of petals expressing *pDR5*:GFP and *p35S*:GFP:IBR5 was performed using a Zeiss LSM 510 Meta confocal microscope**.**

**Transmission efficiency of gametes**

The gametophytic transmission of the *tink/ibr5-6* allele was determined as outlined in ([Howden *et al.* 1998](#_ENREF_2)). Crosses were performed between wild type (L*er*) and pollen of heterozygous *tink/ibr5-6* lines. The transmission efficiency through each gamete was determined using KASP genotyping of the *tink/ibr5-6* mutation in the progeny.

**Supporting references**

**Arvidsson, S., Perez-Rodriguez, P. and Mueller-Roeber, B.** (2011) A growth phenotyping pipeline for Arabidopsis thaliana integrating image analysis and rosette area modeling for robust quantification of genotype effects. *The New phytologist*, **191**, 895-907.

**Howden, R., Park, S.K., Moore, J.M., Orme, J., Grossniklaus, U. and Twell, D.** (1998) Selection of T-DNA-tagged male and female gametophytic mutants by segregation distortion in Arabidopsis. *Genetics*, **149**, 621-631.

How the deposited data were processed for this re-analysis (not part of the article)

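Expression was measured in inflorescences with young flower buds, which the results call closed flowers, of 3 *tink/ibr5-6* and 3 L*er* plants, with 1 Affymetrix ATH1 array per plant. The authors normalized the arrays with gcrma and deposited 1 log2 value per probe set and array. The version of gcrma is not given in the sources used here. The deposited log2 values were used as they are, without a further scaling. Of 22810 probe sets, 64 controls were left out. The platform annotation gives 1 gene for 13513 of the other 22746, several for 503 and does not list 8730, and no gene is named from a probe set with several. Where a gene has several probe sets, as 145 of 13333 genes have, the one with the highest mean over the 6 arrays was taken.

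Genotypes were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with p-values adjusted by Benjamini-Hochberg over all 22746 probe sets. A probe set was called at an adjusted p under 0.05 and an absolute log2 fold change above 1, as in the methods. The number of arrays limits the precision, and the lowest value of gcrma, 2.1, was the mean of 6221 probe sets to within 0.1. The prior for the spread then had 0.401 degrees of freedom, so that the spread of each probe set rests almost wholly on its own 6 values. Where all arrays of the dimmer genotype lay under a log2 value of 3, the change is given as a lower bound from the mean of the brighter genotype and that level. The level was chosen after the values had been seen. In data simulated for the comparison of *tink/ibr5-6* with L*er*, with 22746 probe sets, limma recovered 76 of 100 changes of 1.5 on the log2 scale and 96 of 100 changes of 3, with 1 other probe set called. The changes were placed only in probe sets with a mean log2 value of at least 4, with independent noise. Recovery at lower signals was not tested.

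The 20 gene lists and the alternatives of processing were fixed before the deposited values were examined. The lists were written after the values of S1, S2, S3 and S5 Tables, from these same arrays, had been seen. Tests of the lists are therefore not independent of these arrays. The lists hold 530 genes, of which 82 were measured, that is, named alone for a probe set by the annotation used here. The lists cover pollen and pollen tube, sperm and generative cells, tapetum and early anther, late stamens and petals, pistil and ovule, meristem and floral identity, photosynthesis, organ growth, auxin transport, early auxin response, auxin synthesis and perception, cyclins, DNA replication and mitosis, TCP factors, MAPK genes, the morning and the evening phase of the clock, abscisic acid and water stress, defence and heat, and reference genes. No gene of the lists for auxin transport, cyclins and the morning phase was measured. Lists with at least 5 measured genes, 5 in all, were tested with limma's camera, with a correlation between genes preset at 0.01 or estimated, and with limma's fry. The pollen list stands in for the GO analysis, whose annotation was not used here. Counts were compared with Fisher's exact test (two-sided).

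The text names the 10 genes with the highest and the 10 with the lowest log2 fold change among called genes whose arrays do not overlap between genotypes, the measured genes that the paper names (6 of 38), from each list up to 4 called genes and up to 2 that were not called, and examples from S2 and S3 Tables. The values of S1, S2, S3 and S5 Tables had been seen before this rule was written. Beyond it, all members of lists with 3 or 4 measured genes, genes of the closing section that lie beside each other, and genes whose direction turned with the processing were named after their values had been seen.

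Rank products were computed over all pairs of a mutant and a wild-type array, and the 200 highest and 200 lowest were set beside S5 Table. Windows of 20 measured genes in chromosome order were compared with 1000 permutations of the calls (one-sided). The alternatives were quantile normalization or centring on array medians after gcrma, leaving out probe sets with a mean log2 value under 4 or under 6, a trend and robust prior, array weights, the replicate number as a block, leaving out probe sets that can match several genes, other thresholds, another choice of probe set per gene, other windows, and leaving out each array. Other splits of the 6 arrays were also fitted. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest. S4 Table and the arrays of other mutants were not used here.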

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

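The tests of explanations in this part were all chosen after the results had been seen. The genes named first differ between *tink/ibr5-6* and L*er* and lie outside those the paper discusses. AT1G12010, annotated as an ACC oxidase, was at least 154-fold higher in *tink/ibr5-6*, with a fitted log2 fold change of 8.07 against L*er* arrays near the lowest signal, and kept its call in every alternative of processing. The dehydrin gene *LTI30*, which is not in S1 Table, had a log2 fold change of 2.99, and AT2G05540, which is not in it either, with a mean log2 value of 11.22 ± 0.30 in *tink/ibr5-6* and 8.49 ± 0.35 in L*er* (SD, n = 3 each), one of 2.73. *ADPG1*, a polygalacturonase gene of anther opening, had a log2 fold change of -2.31, and was not called when any 1 array was left out. The clock gene *GI* had one of 1.71 and kept its call in every alternative.

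The decrease of pollen genes was weighed against 3 technical explanations. A difference in scaling between the arrays would bring the median of the 17 pollen genes above -1 when the arrays are scaled again, and it was -1.38 or lower under both scalings tried, against -1.46 as deposited. The deposited arrays already had medians of 6.18 to 6.20, and centring gave a median log2 fold change of all probe sets of -0.0068. These scalings could therefore hardly move the pollen median, and this test does not decide about scaling. A general loss of anther RNA would lower the genes of the tapetum and early anther by about as much, and their median was 0.34 (SD of the 8 genes 0.36). A lower share of late buds in the sampled *tink/ibr5-6* inflorescences may account for it, but the median of the 3 measured genes of late stamens and petals, -1.24 (SD 0.80), is the bound of *TPS24* alone, which was not called, lay at 2.28 in L*er* replicate 1 and had a log2 fold change of -3.10 to -1.54 when 1 array was left out. It cannot be told apart from an effect of the genotype on pollen, which was not tested, since 3 genes are too few and bud stages are not given in the sources used here. The paper reports a slightly decreased plastochron and more flowers in the *tink/ibr5-6* inflorescence, so that the mix of buds may differ between genotypes. It does not give the share of late buds in the samples.

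The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The split by genotype called 966 probe sets, 349 higher and 617 lower, and 8 genes of the pollen list, and none of the other splits called any (highest other 0), so that 1 split reached each value. Every other split puts arrays of both genotypes into both groups, so that a difference between genotypes widens the spread within groups. Their lack of calls is therefore no support for the calls by genotype. By camera with the preset correlation, the split by genotype called 1 of the 5 lists tested, the pollen list, which did not pass with an estimated correlation (adjusted p = 0.187), 7 splits called at least 1, and the highest other called 3.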

How the results depend on the processing

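No alternative reported here was chosen after the results of the re-analysis had been seen. The number of called probe sets was 966, and it was 632 among those with a mean log2 value of at least 6 (373 lower), of which 558 were among the 966, 366 at an adjusted p under 0.01 (167 higher, 199 lower) and 3697 without a limit on the fold change (2184 higher, 1513 lower). Leaving out 1 array gave 518 to 746 calls (231 to 283 higher, 287 to 463 lower), with the fewest without *tink/ibr5-6* replicate 2, 4 to 9 of the pollen genes against 8, 3 to 5 of the auxin genes of S2 Table against 7, 0 to 1 of the genes of S3 Table against 4, and 26 to 34 of the named genes against 42. With a mean of at least 6, 2 pollen genes, 4 genes of S2 Table, 2 of S3 Table, 21 named genes and 0 lists were called, since fewer genes are then tested. The pollen genes numbered 3 at an adjusted p under 0.01, and those of S3 Table 2 with a trend and robust prior. By camera 1 list was called, 2 with quantile normalization, 2 with centred arrays and 0 with an estimated correlation. Where no construction shows it, the cause was not tested.

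The replicate numbers do not pair the arrays, whose deviations correlate between same numbers at -0.25 to 0.015, and 1 of 6 arrays correlated best with its own number. With the replicate number as a block, 133 probe sets were called (68 higher, 65 lower), 0 pollen genes, 1 of S2 Table, 0 of S3 Table and 7 named genes, with 2 residual degrees of freedom in place of 4.

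Of 1377 values of named genes under the alternatives, 1228 kept direction and side of the threshold, 114 were no longer called, 13 became called and 22 turned direction, none of these a called gene. Only 42 of these 103 named genes were called, and all 114 lost calls are theirs, so that 1377 is not the base for that share. Quantile normalization turned the log2 fold change of *NGA2* to 0.14, of *PSAN* to -0.061, of *GAPC2* to -0.039 and the log2 fold change of *SAND* to -0.012, and array weights turned that of *PSAN* to -0.011 and the log2 fold change of *COR47* to -0.030. Leaving out 1 array gave ranges that cross 0 for *AGL18* (-0.029 to 0.071), *SPL* (-0.075 to 0.033), *NGA2* (-0.051 to 2.8e-16, which is 0 within rounding), *PSAN* (-0.060 to 0.070), *DAR1* (-0.060 to 0.0074), *AN* (-0.0014 to 0.086), *SAMBA* (-0.069 to 0.13), *GH3.9* (-0.0086 to 0.074), *COR47* (-0.17 to 0.26), *GAPC2* (-0.017 to 0.088) and *SAND* (-0.00049 to 0.028). The direction of the organ growth list by camera turned with quantile normalization (adjusted p = 0.708) and with a mean of at least 6 (adjusted p = 0.972). The permutation p of neighbouring called genes passed with tandem copies counted once, at 0.048 against 0.052. With a mean of at least 6 the pollen list, with 3 genes left, and the pistil list gave no camera value, nor did the pistil list with a mean of at least 4. Signals near the lowest value limit what can be measured, since the 6221 probe sets there have no order.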

Differences from the paper's values

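The paper's S1, S2 and S3 Tables give log2 fold changes for 54 of the genes named here, and 8 differ by more than the spread between replicates, all with the same sign. The values here are the fitted ones, and for *GH3.17*, AT1G22460 and AT5G13350 all *tink/ibr5-6* arrays lay under a log2 value of 3. For *AGL66* the paper's value is -2.03 and the value here -1.70, and the difference lies within the spread without *tink/ibr5-6* replicate 1, L*er* replicate 1 or L*er* replicate 3 and under no other alternative that gives a value. For AT5G13350 the paper's value is -2.11 against -2.33, within the spread with quantile normalization and without *tink/ibr5-6* replicate 3 or L*er* replicate 3 and not otherwise. For AT1G78750 the paper's value is 1.25 against 0.76, within the spread with quantile normalization and without *tink/ibr5-6* replicate 2, L*er* replicate 1 or L*er* replicate 2 and not otherwise. The other 5 differ under every alternative that gives a value. The paper's value for *GH3.17* is -1.24 against -0.80, for AT1G22460 -1.28 against -1.64, for AT4G13960 -2.04 against -1.32, for AT4G39753 1.03 against 0.48 and for AT3G20710 1.62 against 0.99.

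By the same thresholds the paper's S1 Table holds 1122 entries, 422 higher and 700 lower, and 966 probe sets were called here. Of its 1065 loci 599 were measured, all with the same sign here, with r of 0.996 across genes, which are not independent replicates. Of these, 430 were called, 169 were not, and 79 genes called here are not in S1 Table. Among the 169, 96 were called under at least 1 alternative, with the most, 49, among probe sets with a mean log2 value of at least 4, 32 with centred arrays, 26 without L*er* replicate 1 and 25 with quantile normalization. Of the genes named here, *ANX1* was called without L*er* replicate 1, *EXPB5* without L*er* replicate 2, *TPS24* without L*er* replicate 1, and *HTR10* with centred arrays, with a mean of at least 4 and without *tink/ibr5-6* replicate 3.

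Of the genes of S2 and S3 Tables, 10 measured ones were not called. AT3G61340 and AT4G23580 were called among probe sets with a mean log2 value of at least 4, and AT3G20710 with quantile normalization and without *tink/ibr5-6* replicate 2 or L*er* replicate 3. *GH3.17*, AT4G39753, AT4G33900, *CEG*, *DOR*, AT1G78750 and AT2G29600 were called under none of the alternatives.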

Other observations

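The test of the neighbours of *KLU* was chosen after the results had been seen, as was the reading of the planned test of windows of genes for chromosome segments. *GI*, a clock gene that peaks late in the day and the 1 measured of 9 genes of the evening phase, was higher in *tink/ibr5-6*, with a log2 value of 9.19 ± 0.18 against 7.48 ± 0.08 (SD, n = 3 each) and a log2 fold change of 1.71 (standard error 0.11, adjusted p = 0.0044 from limma; 1 higher when adjusted over the list alone). Of 13 genes of abscisic acid and water stress, *COR15A* with 0.53 (adjusted p = 0.015 from limma) and *COR47* with 0.02 were measured and neither was called (none when adjusted over the list alone; 1 at an unadjusted p under 0.05). Of 21 photosynthesis genes 3 were measured and none was called by limma (none when adjusted over the list alone; 2 at an unadjusted p under 0.05), with *LHCB4.1* at 0.23, *RCA* at -0.25 and *PSAN* at 0.01, where *PSAN* turned to -0.06 with quantile normalization.

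Of 29 genes known to change organ size, 8 were measured and none was called by limma (none when adjusted over the list alone; 1 at an unadjusted p under 0.05). *KIX8*, of a complex that restrains leaf growth, had a log2 fold change of 0.44 (adjusted p = 0.029 from limma), and *UBP15*, which promotes it, one of -0.11 (adjusted p = 0.20), and the list had an adjusted p of 0.831 by camera, which ranked it towards lower values although its median and mean were 0.01 and 0.08. The MAP kinase genes *MPK8* and *MPK13*, the 2 measured of 34 MAPK genes, had log2 fold changes of -0.08 (adjusted p = 0.22) and -0.69 (adjusted p = 0.20), and *PDF1.2*, the 1 measured of 10 genes of defence and heat, one of 0.06 (adjusted p = 0.60), with none called by limma or at an unadjusted p under 0.05, nor when adjusted over the lists alone. Of 10 reference genes 4 were measured and none was called by limma (none when adjusted over the list alone; 1 at an unadjusted p under 0.05), with *TUB6* at -0.19, *TIP41L* at -0.04, and *GAPC2* at 0.04 and *SAND* at 0.02, of which the last pair turned to -0.04 and -0.01 with quantile normalization.

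By limma's fry, which asks whether the genes of a list move on balance one way and compares them with no other genes, the adjusted p over the 5 lists was 0.0039 for the tapetum and early anther (mean log2 fold change 0.29), 0.0075 for the pistil and ovule (0.33), 0.019 for the early auxin response (-0.29) and 0.12 for organ growth. Of these calls, that of the early auxin response was lost without *tink/ibr5-6* replicate 1 (unadjusted p = 0.096 from limma's fry) and without L*er* replicate 1 (unadjusted p = 0.063 from limma's fry), and organ growth passed with quantile normalization (unadjusted p = 0.0023 from limma's fry).

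Genes higher in *tink/ibr5-6* lay beside *KLU* on chromosome 1. Of its 20 nearest measured genes, AT1G13650, AT1G13810 and AT1G13930 were higher, against 178 of 13196 other genes (Fisher's exact test, two-sided, p = 0.0024), and 0.439% of genes have as many higher neighbours. The mutant was isolated after mutagenesis of *klu-2*, and a candidate explanation is a segment kept from that parent. By the paper, *klu-2* was in the L*er* background, so that such a segment could differ from L*er* by induced mutations or by what came with *klu-2*, and the 3 backcrosses to wild type were made to separate *tink* from *klu-2*, which selects against its segment. It cannot be told apart from an effect of the mutation, since *klu-2* plants were not analysed here. Among the neighbours of *IBR5* and of AT1G12010, the other genes looked at, none was higher and 2 were lower each. AT1G12010, which had the largest increase, lies on chromosome 1 too, outside the 20 nearest measured genes of *KLU*. Whether a longer segment holds both was not tested.

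Segments of another origin across the genome may group called genes in both directions. No window of 20 measured genes held 5 or more higher genes (permutation p = 1), and 9 held 5 or more lower genes, where permuted calls gave 1.5 on average (permutation p = 0.047, one-sided). For lower genes the p was 0.070 with windows of 10 genes that held 4 or more, and did not pass, and 0.043 with tandem copies counted once. The windows lie on chromosome 3 from AT3G28750 to AT3G29070, with 5 lower of 23 genes, and on chromosome 5 from *EXPA9* to AT5G02570, with 5 lower of 24. On chromosome 3, the lower genes AT3G28780 and AT3G28840 are annotated as similar to each other, and AT3G28750 as similar to AT5G39880. The lower genes of that stretch are therefore not all unrelated. Both directions together gave a permutation p of 0.052, and 0.048 to 0.081 under the alternatives, so that this was left open.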
